A study of Mus musculus with 7 samples. Its data were reported in "Carcinomas assemble a filamentous CXCL12–keratin-19 coating that suppresses T cell–mediated immune attack" (2022).

How the data were processed

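RNA was sequenced from 7 subcutaneous tumors, harvested 2 weeks after inoculation of mouse pancreatic ductal adenocarcinoma (PDA) cells. Per the labels, 4 tumors came from cells with a scrambled guide RNA (sgScramble, replicates 1 to 4) and 3 from cells with a guide RNA against *Krt19* (sgKRT19, replicates 5, 6 and 8). Each library entered as 1 replicate of its group. The groups share no replicate number, so no pairing entered any fit. The study states that libraries were pooled before sequencing, but does not list the members of the pool or say which were prepared together. The labels give no sequencing date, run or library batch, so a batch that followed the groups could not be examined.

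The authors deposited 1 table with 38026 genes and 1 column per library. Its values are a signal: the authors had counted reads per gene and divided them by a size factor for each library. In every column each value was a whole multiple of the worth of 1 read, and whole reads were recovered for 100% of the values in each library. Size factors recomputed from those reads as medians of ratios to the geometric mean differed from the deposited ones by −0.609% to 1.08%. The aligner, the counting program, the genome build and the annotation are not stated. Of the gene identifiers, 37167 (97.74%) have the same version in the GENCODE mouse release M21 annotation of GRCm38, which supplied positions, exons, GC content and transcript lengths. Symbols are those of the deposited table. The 3 guide sequences of the study were searched on both strands of the spliced *Krt19* transcript, and the genome sequence was not used here.

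How overlapping and repeated genes were counted was checked on the values. Among 15264 genes with a mean of at least 100 reads, 390 pairs of genes had values within 1% of each other in every library. Of the 390 pairs, 166 join genes with the same symbol, and all the pairs together link genes into 237 groups. In 4 of the 390 a nuclear gene matched a mitochondrial gene, and these 4 nuclear genes held 1.30% to 2.05% of the reads. Among genes with overlapping exons and a mean value of at least 500, 230 pairs on the same strand and 13 pairs on opposite strands had values within 5% in every library. Of the 230, 194 lie within the *Pcdhg* cluster and 15 within *Ugt1a*, whose members share exons, and 21 lie elsewhere, so the count rests on few loci. Reads that fit several genes were therefore counted at more than 1 of them, at least in part. The library kit named by the study keeps strand, but whether the counting used it stays open. Of 69 genes that lie inside exons of an opposite-strand gene with a mean value of at least 2000, 17 had under 1% of the value of that gene and 40 had at least 10%. Some of the 13 opposite-strand pairs involve pseudogene copies, which reads with several matches would also explain. Values of genes with overlaps, antisense partners or close copies are uncertain.

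Depth was 40781199 to 44972100 recovered reads per library. A count of 3 reads, taken as the floor below which a gene is treated as undetected, corresponds to a deposited value of 2.74 to 3.47. The reads carry no molecular identifiers, so the floor covers counting error only. Mitochondrial genes held 3.02% to 4.74% of reads. Replicates of a group were compared in pairs by a chi-square statistic of their reads over genes, which was 17.2 to 74.2 per degree of freedom. It holds the differences between separate tumors as well as counting error.

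The groups, the tests, the gene lists, the rule for naming genes and most of the alternative settings were fixed before the data were examined. That design named edgeR's quasi-likelihood test for counts and limma on log2(value + 1) for normalized values. Because the table holds normalized values, limma was the main test, and edgeR was run on the recovered reads as an alternative. Genes with a value of at least 10 in at least 3 libraries were tested, a filter set once the unit was known. A linear model with the group as its only term was fitted to log2(value + 1) with lmFit, followed by eBayes with a trend, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The pseudocount of 1 understates changes of genes with low values. Where all libraries of a group lay at or under the floor, the fold was computed against the floor as a bound.

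Genes named by rank were those with an adjusted p under 0.05, a mean of at least 1 CPM and groups that did not overlap. From these the 5 with the largest log2 fold change each way were taken, leaving out symbols that are only clone or model names. Also named by the rule are *Krt19*, 11 immune genes that the study displayed for these libraries, 14 genes of the CXCL12-KRT19 coating or related to it, *Gzma*, and members of a gene list named with that list. *Tgm6*, the last of the 14, was not analysed here.

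Gene lists for cell types and pathways (22 lists) were written from general knowledge, apart from the list of the study. They cover the study T cell list, other T cell genes, cytotoxic effectors, NK cells, inhibitory receptors, regulatory T cells, B cells, plasma cells, macrophages and monocytes, neutrophils, dendritic cells, the interferon gamma response, MHC class I, MHC class II, leukocytes in general, epithelial cancer cells, fibroblasts, endothelium, proliferation, skeletal muscle, skin keratinocytes and adipocytes. The 21 lists with at least 3 tested genes were compared by camera with a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, and by fry. A list score is the mean of log2(value + 1) over its tested genes. For 3 score differences, exact permutation tests over the 35 splits of the 7 libraries into 4 and 3 were two-sided and adjusted over the 3 tests. The smallest p they can give is 0.0571, so none could pass 0.05. These 3 scores are means of log2(CPM + 1) of the recovered reads, with TMM factors from edgeR, and so lie on another scale than the list scores. A pseudocount of 1 CPM is worth many reads and shrinks differences of genes with low counts.

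The alternatives were other scalings (size factors recomputed, library size only, upper quartile), no filter, a value of at least 10 in every library, a pseudocount of 0.1, robust eBayes in place of a robust quasi-likelihood fit, limma-voom and DESeq2 on the recovered reads, a test for a fold change above 1.5, fry, camera with the correlation estimated for each list, and each library left out in turn. Chosen after seeing the data were edgeR and its camera on recovered reads, TMM factors in limma, eBayes without a trend, a regression of GC content and transcript length out of each library, and the 3 score differences on deposited values. The counts of genes, sets, study list genes and coating genes called, the median of the study T cell list, the size of the *Krt19* change, the SD of chromosome medians and the number of silent genes were also recomputed for all 35 splits.

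Software was R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. The test was tested on simulated data, with reads drawn for the real genes at the real means and library sizes. Each gene was drawn independently, with the same fixed dispersion for all genes, and the changed genes all had means above the filter. The rates below hold for that setting and not for the real spread between tumors. Of 21278 simulated genes 200 were changed by known folds. limma called 85.5% of the changed genes and 100% of those changed at least 2-fold, and 4.47% of its 179 calls were unchanged genes. Reads were recovered without error for all 38026 genes, and of the 22 lists the 1 that had been raised was the 1 called. Simulated genes did not rise and fall together. The list result therefore does not show how camera behaves at the real correlations, estimated at up to 0.932.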

Results

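Bulk RNA-seq was performed on 7 subcutaneous tumors formed in C57BL/6 mice by PDA cells of a line derived from a mouse pancreatic tumor. The cells carried Cas9 with either a scrambled guide RNA (sgScramble, n = 4) or a guide RNA against *Krt19* (sgKRT19, n = 3). KRT19 is an epithelial keratin that the study examined as a partner of the chemokine CXCL12 in a coating on cancer cells. The comparison asks how the tumors differ in gene expression, and in the expression of T cell genes in particular, when *Krt19* in the cancer cells has been edited. Values are normalized read counts, which are reads per gene divided by the size factor of the library, and errors after ± are SDs over the libraries of a group. Summed over genes, the sgScramble libraries 1 to 4 held 44972100, 40781199, 43716044 and 41130825 reads, and the sgKRT19 libraries 5, 6 and 8 held 44027959, 44256116 and 42453944 reads. These sums can hold a read more than once where it was counted at several genes. Between 28204 and 30143 genes had at least 1 read. Correlations of log2 values across genes, which are not independent replicates, were at least 0.980 within sgScramble, at least 0.984 within sgKRT19 and 0.926 to 0.959 between the groups. The first principal component held 70.1% of the variance and separated the groups, and the second held 9.83%.

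The edited gene was examined first. *Krt19* (ENSMUSG00000020911.14) is a protein-coding gene on the minus strand of chromosome 11 at 100140810 to 100148665 (GRCm38), and its coding transcript has 6 exons. Guide 2 of the study, TAGTGGTTGTAATCTCGGGA, matched chromosome 11 at 100145462 to 100145481 in coding exon 1, from base 379 of the 1209-base coding sequence, next to a GGG motif. Guide 3, CGGAGGACGAGGTCACGAAG, matched 100145688 to 100145707 in the same exon, from coding base 153, next to a CGG motif. Both lie on the strand opposite the transcript. Guide 1, CACAGGAAATTACTGCCCTG, had no match in the spliced transcript, and the genome sequence was not searched. The study made the *Krt19*-edited cells of its rescue experiment with guide 1. The missing match therefore does not show that this guide misses the gene. The labels do not say which guide the sequenced tumors carried. Normalized read counts of *Krt19* were 25574, 21179, 27618 and 17841 in sgScramble tumors (mean 23053 ± 4392, SD, n = 4) and 1606, 1960 and 2470 in sgKRT19 tumors (mean 2012 ± 434, SD, n = 3). The sgKRT19 mean was 8.73% of the control mean. The log2 fold change was −3.52 (SE 0.183, limma adjusted p = 1.74e-05), and every sgKRT19 library lay below every sgScramble library. The setting that moved it most was scaling by library size only, with a log2 fold change of −3.74. The 1109 well-expressed genes of chromosome 11 as a whole had a median log2 fold change of −0.19. The counts do not show whether the remaining reads came from edited cells, unedited cells or host tissue.

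**Figure D1:**
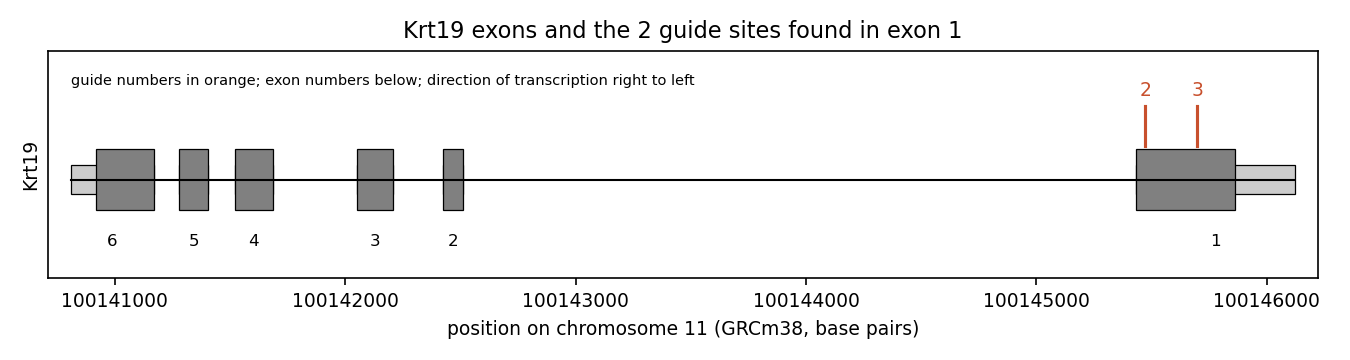
Map of the *Krt19* coding transcript on chromosome 11 (GRCm38 position in base pairs on the horizontal axis), with coding exons in dark gray, untranslated parts in light gray, and guides 2 and 3 marked in orange. Both guide sites lie in the coding part of exon 1, at 100145462 to 100145481 and at 100145688 to 100145707.

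Differences across all genes were then tested. Of 38026 genes in the table, 1596 were at 0 in every library and 21322 passed the filter. limma called 7240 genes at an adjusted p under 0.05, which is 34.0% of those tested, with 3820 higher and 3420 lower in sgKRT19 tumors. An absolute log2 fold change of at least 1 was found for 2691 of them, 1307 higher and 1384 lower. The libraries of the groups did not overlap for 8762 tested genes, or 41.1%, where chance gives 5.71% (2 of 35 splits). A test for a fold change above 1.5 moved the count most and called 1336 genes. With library size as the only scaling the median log2 fold change of all tested genes shifted to −0.21, and 27.5% of the calls were higher in place of 52.8%, with 2177 higher and 5727 lower. All changes given here are relative to the size factors of the authors. edgeR's quasi-likelihood test on the recovered reads, which came out whole for 100% of values, called 7188 genes, and 7010 of these were also called by limma in the same direction. Without sgScramble replicate 2, the number of genes lower in sgKRT19 tumors was 2257.

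To ask whether T cell transcripts differed, the 11 genes that the study displayed for these libraries were examined. All 11 were higher in sgKRT19 tumors by their log2 fold changes, which had a median of 2.33 and ranged from 0.56 to 3.11. limma called 10 of them over all genes tested and 10 adjusted over the list alone. The study displayed these genes for these samples and does not say how they were chosen, so the second count is not taken as independent evidence. *Cd8a* rose from 178 ± 101 (SD, n = 4) to 1386 ± 427 (SD, n = 3), a log2 fold change of 3.11 (SE 0.420, adjusted p = 0.000557 by limma). *Cd3d*, *Cd3g* and *Cd3e* had log2 fold changes of 2.80, 2.74 and 2.63, and the T cell receptor constant genes *Trbc1*, *Trac* and *Trbc2* had 2.33, 2.22 and 2.18. Of the effector genes, *Ifng* rose from 29.5 ± 8.10 to 178 ± 27.5, *Gzmb* from 415 ± 109 to 1640 ± 184, and *Prf1* from 157 ± 35.5 to 623 ± 82.9 (SD, n = 4 and n = 3). Their log2 fold changes were 2.57, 2.02 and 2.00. *Gzma*, which is not on the list, rose from 76.8 ± 34.98 to 831 ± 131, a log2 fold change of 3.51 (SE 0.305, adjusted p = 5.88e-05 by limma). For each of the 10 called genes and for *Gzma*, all 3 sgKRT19 libraries lay above all 4 sgScramble libraries. *Cd4* was not distinguishable between the groups. It measured 76.9 ± 18.5 in sgScramble and 114 ± 32.9 in sgKRT19 tumors, with a log2 fold change of 0.56 (SE 0.256, adjusted p = 0.116 by limma) that was 0.33 without sgKRT19 replicate 5. The regression on GC content and transcript length moved the list median most, to 2.10. Exons of *Ifng* share 25.9% of their bases with *Gm49751* and those of *Cd3e* share 3.31% with *Gm48719*, and *Trbc1* and *Trbc2* are close copies, so reads of these genes can be shared.

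**Figure D2:**
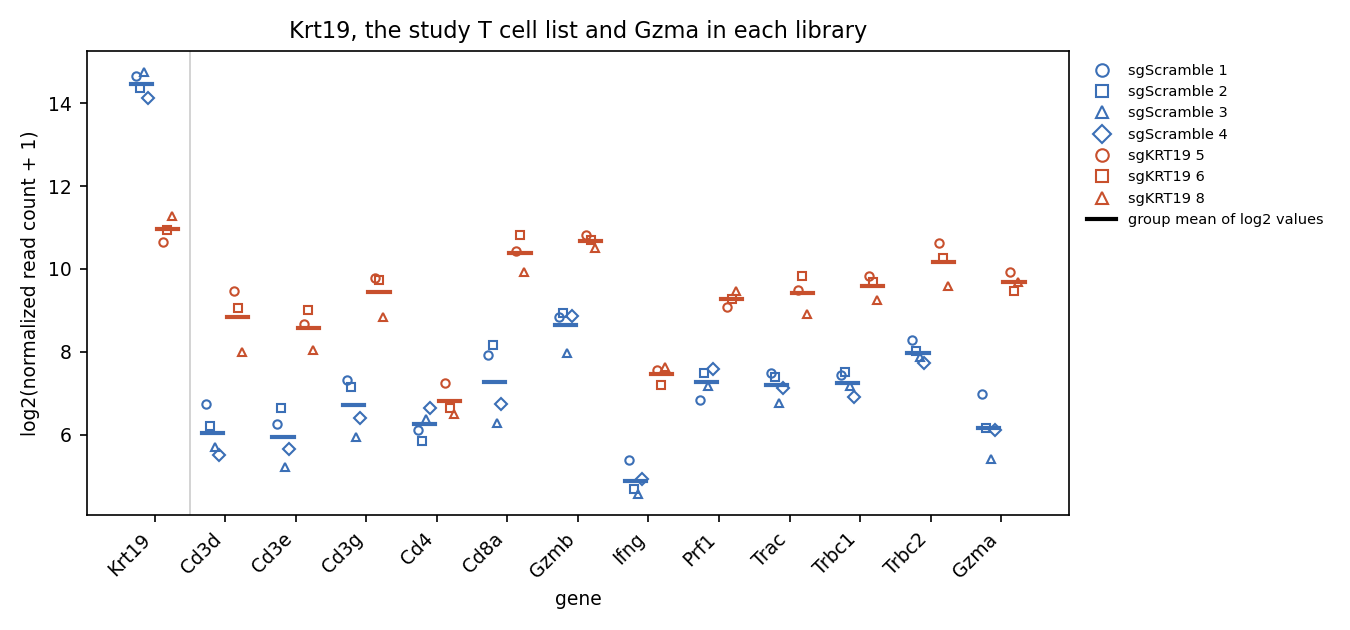
log2(normalized read count + 1) of *Krt19*, the 11 genes of the study T cell list and *Gzma* in each library, with blue symbols for the 4 sgScramble tumors, orange symbols for the 3 sgKRT19 tumors and bars for the group means of log2 values. *Krt19* is lower in all 3 sgKRT19 tumors, and apart from *Cd4*, for which the groups overlap, each other gene is higher in all 3.

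Whether these genes moved relative to one another was asked with 3 score differences, taken between means of log2(CPM + 1). The score of the other T cell genes minus the leukocyte score was −3.27 ± 0.206 (SD, n = 4) in sgScramble and −2.99 ± 0.114 (SD, n = 3) in sgKRT19 tumors. The difference of 0.28 had an exact permutation p of 0.114 (adjusted p = 0.171). On log2(normalized read count + 1), where the pseudocount weighs less on genes with low counts, the difference was 0.80, the largest of any setting, with an exact permutation p of 0.0571. Effector genes minus CD3 genes differed by −0.14 (exact permutation p = 0.629, adjusted p = 0.629), and the difference was 0.05 without sgKRT19 replicate 6. *Cd8a* minus *Cd4* was 0.77 ± 0.902 in sgScramble and 3.16 ± 0.472 in sgKRT19 tumors. The difference of 2.39, with all 3 sgKRT19 libraries above all 4 sgScramble libraries, had an exact permutation p of 0.0571 (adjusted p = 0.171). This 0.0571 is the smallest p that the two-sided test used here can give over the 35 splits. None of the 3 therefore passed an adjusted p of 0.05, and that limit comes from the chosen test.

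Genes of the CXCL12-KRT19 coating and its possible cross-linking enzymes were compared next. Of the 13 such genes that were analysed, 10 were tested and 6 were called, and 6 were called when adjusted over the list alone. Besides *Krt19*, which fell, the called genes were higher in all 3 sgKRT19 libraries than in all 4 sgScramble libraries. *Krt8* rose from 55494 ± 8276 to 103420 ± 8784, *Krt18* from 49260 ± 8872 to 95589 ± 2449 and *Krt20* from 7260 ± 1008 to 13121 ± 1105 (SD, n = 4 and n = 3), with log2 fold changes of 0.91, 0.97 and 0.86. *Cxcr4*, the receptor of CXCL12, and *Tgm4* had log2 fold changes of 0.90 and 0.72 (limma adjusted p = 0.00421 and 0.0087). Under the test for a fold change above 1.5, *Krt19* alone was called. *Cxcl12* measured 770 ± 192 and 1078 ± 390 and did not pass the threshold (log2 fold change 0.46, SE 0.245, limma adjusted p = 0.165). Without sgKRT19 replicate 8 its log2 fold change was 0.18. *Tgm2*, at 24347 ± 2909 and 23302 ± 4153, differed by less than the spread between replicates (log2 fold change −0.07, SE 0.157, limma adjusted p = 0.752), and its sign reversed in some settings. *F13a1* had a log2 fold change of −0.51 (limma adjusted p = 0.0881) that was −0.32 without sgKRT19 replicate 6, and *Tgm1* had 0.18 (limma adjusted p = 0.668) that was −0.066 without sgScramble replicate 2. *Tgm3*, *Tgm5* and *Tgm7* had at most 3 reads in any library and were not detectable at this depth. Exons of *Tgm2* overlap those of *Gm20412* over 13.7% of their bases on the opposite strand, and the many processed copies of *Krt8* and *Krt18* in the genome can share reads with them.

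Gene lists were then tested as sets. camera called 12 of 21 sets, all higher in sgKRT19 tumors, and fry called the same 12 with 2 more, the regulatory T cell and dendritic cell sets. With the correlation estimated for each set, camera called 0 sets, 1 had an unadjusted p under 0.05, and the smallest adjusted p was 0.259. The estimated correlations ran from 0.0133 to 0.932. With the preset correlation, 13 of the 35 splits of the libraries, the real one included, gave at least 12 called sets. The set with the largest median log2 fold change was skeletal muscle (6.90, limma's camera adjusted p = 2.66e-08), which was 8.05 without sgScramble replicate 3. The study T cell list had 2.33, other T cell genes 1.97, cytotoxic effectors 1.93, the interferon gamma response 1.57, NK cells 1.43, MHC class I 1.36, inhibitory receptors 1.34, neutrophils 1.32, MHC class II 0.99, leukocytes in general 0.76 and endothelium 0.51. Each of these 12 scores was higher in all 3 sgKRT19 libraries than in all 4 sgScramble libraries. The NK cell median was 0.94 without sgKRT19 replicate 8. *Tap1* and *Nlrc5* stand in both the interferon gamma and the MHC class I lists, and *H2* and *Klra* genes belong to families of close copies that can share reads.

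The remaining 9 sets were not called by camera. Their median log2 fold changes were 0.99 for regulatory T cells (adjusted p = 0.1), 0.51 for epithelial cancer cells (0.0978), 0.30 for proliferation (0.0853), 0.17 for dendritic cells (0.283), 0.12 for macrophages and monocytes (0.11), 0.06 for B cells (0.619), −0.26 for fibroblasts (0.29), −0.36 for skin keratinocytes (0.29) and −0.44 for adipocytes (0.823). Without the filter on low values camera called 16 sets, adding the epithelial (adjusted p = 0.0253), macrophage (0.0312), proliferation (0.0195) and regulatory T cell sets (0.0312). With library size only it added the epithelial set (0.0206), and with GC content and length regressed out the proliferation set (0.0403). Leaving out a library also let camera call these 4: proliferation without sgKRT19 replicate 5, sgKRT19 replicate 8 or sgScramble replicate 1, epithelial cancer cells without sgScramble replicate 3, and both macrophages and regulatory T cells without sgScramble replicate 4. Single libraries also moved several medians. Without sgScramble replicate 4 the fibroblast median was −0.033 and the macrophage median 0.25, without sgKRT19 replicate 6 the proliferation median was 0.10 and the dendritic median 0.30, without sgKRT19 replicate 5 the skin median was −0.67, without sgScramble replicate 2 the B cell median was 0.39, and without sgScramble replicate 1 the adipocyte median was 0.28. With library size only, the B cell, dendritic and macrophage medians were below 0. Plasma cell genes were too few after the filter, and without a filter their median over 6 genes was −1.20 (adjusted p = 0.338 by limma's camera).

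**Figure D3:**
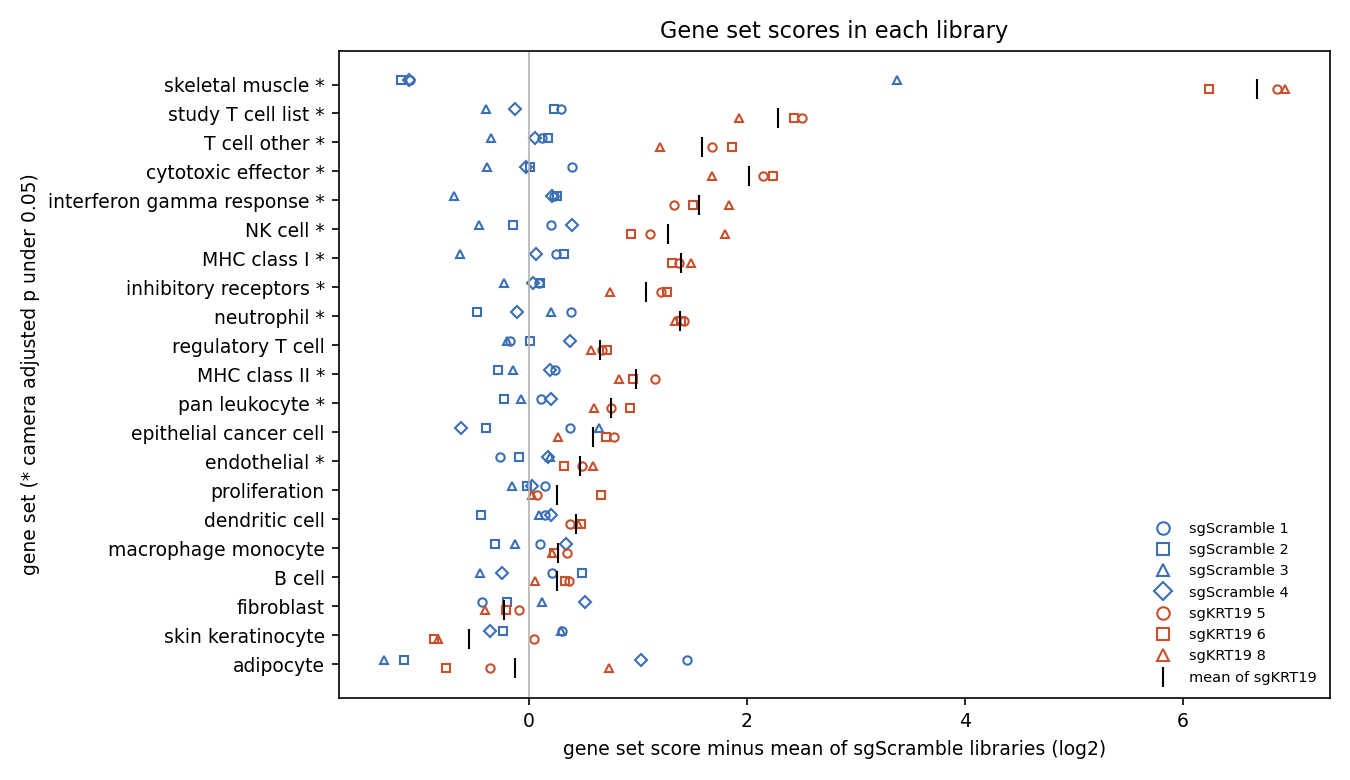
Score of each tested gene set in each library, as the mean log2(normalized read count + 1) of its genes minus the mean of the sgScramble libraries, with blue symbols for sgScramble, orange symbols for sgKRT19, black bars for the sgKRT19 mean and asterisks for the 12 sets that camera called. sgScramble 3 lies apart from the other sgScramble tumors for skeletal muscle, with a score of 7.59 against 3.04 to 3.12 before centering.

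Within these sets some members departed from the rest. In the interferon gamma set, *Ido1* rose from 607 ± 277 to 8097 ± 2827, and *Cxcl9* and *Cxcl10* had log2 fold changes of 2.27 and 2.06. Among inhibitory receptors *Pdcd1* rose from 73.7 ± 31.2 to 436 ± 201 (log2 fold change 2.53, SE 0.410, limma adjusted p = 0.00148), while *Tox* fell from 149 ± 41.2 to 61.7 ± 9.94 (log2 fold change −1.23, SE 0.235, limma adjusted p = 0.00354). *Tcf7*, in the set of other T cell genes, fell from 645 ± 53.3 to 229 ± 18.5 (log2 fold change −1.49, SE 0.129, limma adjusted p = 5.76e-05). *Ikzf2*, in the regulatory T cell set, had a log2 fold change of −1.27 (limma adjusted p = 0.00102). For *Tox*, *Tcf7* and *Ikzf2* all 3 sgKRT19 libraries lay below all 4 sgScramble libraries. Which cells these transcripts came from is not known. In sgScramble tumors the means of *Tcf7*, *Ikzf2* (516 ± 127) and *Tox* lay above those of *Cd3e* (65.2 ± 27.9) and *Cd3d* (68.7 ± 27.7), though counts are not corrected for transcript length. Their fall need not reflect a change in T cells. *Foxp3* was at 522 ± 14.8 and 498 ± 46.2, with a log2 fold change of −0.071 (SE 0.118, limma adjusted p = 0.66), and *Cd247* had −0.10 (limma adjusted p = 0.792). The sign of both reversed when certain single libraries were left out. Exons of *Cd247* overlap those of *Pou2f1* over 56.4% of their bases, and those of *Foxp3* overlap *Ccdc22* over 12.9% and *Flicr* over 18.6%, so their values can hold reads of other genes. In the epithelial set *Tff1* was 16706 to 21313 in sgKRT19 tumors and 1802, 867, 5017 and 400 in sgScramble 1 to 4, a log2 fold change of 3.82. The log2 fold change of *Tff2* was also 3.82. Without sgScramble replicate 3, that of *Tff1* was 4.46 and that of *Tff2* 4.53.

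The genes with the largest changes by rank were examined last. The 5 highest were the muscle genes *Myh1*, *Mybpc1*, *Myh4*, *Actn2* and *Ckm*, with log2 fold changes of 8.96, 8.35, 8.23, 8.13 and 8.09. *Myh1* (chromosome 11 at 67200052 to 67224575, GRCm38) was 3519 ± 399 in sgKRT19 tumors and at most 1.85 in sgScramble 1, 2 and 4, but 222 in sgScramble 3. Without sgScramble replicate 3, the 5 log2 fold changes were 10.62, 9.99, 10.06, 9.52 and 9.61. In sgScramble 1, 2 and 4, *Myh1*, *Mybpc1*, *Myh4* and *Actn2* all lay under the floor of 3 reads, and *Ckm* was at most 3.71. The pseudocount therefore largely sets the sizes without sgScramble replicate 3, and they are not measured folds. By edgeR on the recovered reads of all 7 libraries the 5 log2 fold changes were much smaller, at 5.92, 5.38, 5.01, 5.89 and 5.57, so the size of these changes depends on the method. *Myh4* was 3249 in sgKRT19 8 and 754 and 951 in the other two. *Myh1* and *Myh4* are members of a family with close copies, and 8.11% of the exon bases of *Myh1* overlap *Myhas*. The limma adjusted p of these 5 genes was between 0.000848 and 0.00375. Of the 5 lowest, *Shisa6* (chromosome 11 at 66211725 to 66525964, GRCm38) was 1304 ± 444 in sgScramble and 0 in each sgKRT19 library, at least 376-fold lower (limma adjusted p = 9.54e-08). Its neighbor *Dnah9*, chosen after its values were seen, was also under the floor in all 3 sgKRT19 libraries. *Veph1* was 99.1 ± 25.1 in sgScramble and 0.719 ± 0.627 in sgKRT19 tumors, all under the floor of 3 reads, at least 28.6-fold lower. *Pzp* fell from 1232 ± 256 to 14.1 ± 7.91 and *Sall1* from 330 ± 70.5 to 6.20 ± 3.85 (SD, n = 4 and n = 3), with log2 fold changes of −6.52 and −5.66. *Adgrg2* had a log2 fold change of −5.70 that was −6.83 without sgKRT19 replicate 8, which held 32.6 against 2.31 and 2.00 in the other two.

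**Figure D4:**
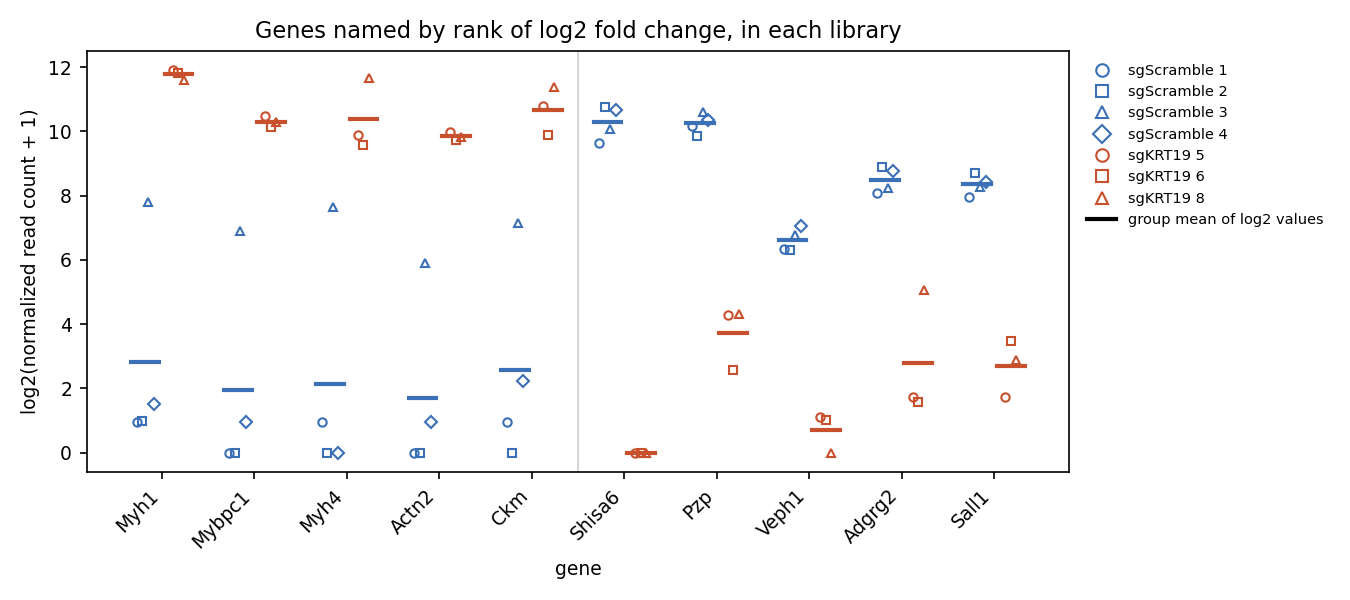
log2(normalized read count + 1) in each library of the 5 genes with the largest rise and the 5 with the largest fall among genes that met the naming rule, with blue symbols for sgScramble, orange symbols for sgKRT19 and bars for the group means of log2 values. sgScramble 3 holds 222 normalized reads of *Myh1* where the other sgScramble tumors hold at most 1.85, and *Shisa6* is at 0 in all 3 sgKRT19 tumors.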

Values the study reported

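For RNA-seq the study let tumors grow under the skin for 2 wk before collecting them. Each library started from 4 μg of total RNA, was amplified for 12 PCR cycles and was read from a single end over 76 bp.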

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

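Every test in this part was chosen only after the result was seen. In the group of 4 sgScramble libraries, 71 results were searched for a library whose gap to its nearest neighbor took up most of the range of the group. By chance about 1 in 20 would be found, and 8 (11.3%) were, of which 7 fall in sgScramble 3 and 1 in sgScramble 2. Many of the 71 results share genes or move together, so the 8 are not independent.

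Muscle genes set sgScramble 3 apart. Its score for the skeletal muscle list was 7.59 against 3.04 to 3.12 in the other sgScramble libraries, a gap of 0.982 of the range. For *Myh1* the gap was 0.917 of the range of log2 values, for *Myh4* 0.876, for *Mybpc1* 0.862 and for *Actn2* 0.839. The 11 genes of the list held 0.00761% of the reads of sgScramble 3, at most 0.000912% in the other sgScramble libraries and 0.0527% to 0.0747% in sgKRT19 libraries. Depth does not explain this, since sgScramble 3 had 43716044 reads, within the range of the others. Reads shared within the *Myh*, *Acta*, *Tnn* and *Myl* families do not explain it either, since 27 of 30 muscle genes outside these families were higher in sgScramble 3 than in the other 3 libraries, by a median log2 difference of 2.75 from their mean (quartiles 1.22 to 3.92) over the 30. A candidate explanation is skeletal muscle in the samples, for instance taken with the tumor. If so, abundant muscle genes beyond the first list should also rise, and a second list of 37 other muscle genes had a median of 4.78 over the 33 tested, with 31 called and all 31 higher. Both lists together have 44 tested genes, of which 39 were higher in sgScramble 3 than in the other 3 sgScramble libraries. The 42 with a log2 fold change of at least 1, which leaves out *Tnnc1* and *Atp2a2*, reached a median of 8.76% of their excess in sgKRT19 tumors (quartiles 6.65% to 11.4%) in sgScramble 3. *Tnnc1*, *Atp2a2* and 3 of the 42 were not above the other 3 libraries. Muscle transcripts made by edited cancer cells and muscle tissue in the samples cannot be told apart in the sgKRT19 libraries, because all 3 hold the transcripts and only 1 library without the edit does. Of 36 genes at least 4-fold higher in sgScramble 3 than in each other sgScramble library, 34 were called higher in sgKRT19 tumors, and 19 stand on the muscle lists. Whether the sgKRT19 samples were taken with more adjoining muscle, for instance with smaller tumors, was not tested.

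Interferon genes and *Gzmb* were low in sgScramble 3. Its interferon gamma score was 10.01 against 10.91 to 10.95, a gap of 0.957 of the range, and all 22 genes of the list were lowest in it among sgScramble libraries. Its log2 value of *Gzmb* was 7.98 against 8.85 to 8.93, a gap of 0.915. Fewer leukocytes in the sample would lower the leukocyte score, but that was 9.90, among the 9.74 to 10.17 of the other 3. Depth, at 43716044 reads, was within their range. Fewer T cells could lie behind it, as the score of the study T cell list was also the lowest of the 4, at 6.47 against 6.74 to 7.15. That list holds *Gzmb* and *Ifng* and 1 library cannot decide it, so this and a lower response at the same T cell number cannot be told apart. Without sgScramble 3, the median log2 fold change of the interferon gamma list was 1.35 and that of *Gzmb* 1.80, and both were still called. The design has no group that would separate sgScramble 3 from its replicates, so no biological explanation other than the content of leukocytes and T cells was tested.

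Dendritic cell genes were low in sgScramble 2. Its score was 5.32 against 5.86 to 5.96, a gap of 0.837 of the range, just past the critical value, and 5 of the 8 genes were lowest in it. Its depth of 40781199 reads was the lowest of all 7, but depth does not explain it. When the other 3 libraries were thinned at random to that depth 200 times, none scored under 5.78, and sgScramble 4, with 41130825 reads, had the highest score of the 4. The leukocyte score of sgScramble 2, 9.74, was also the lowest of the 4, so fewer leukocytes may contribute, which 1 library cannot decide. About 4 of 71 results would pass the critical value by chance, so this single one is within what chance gives. No biological explanation other than the content of leukocytes was tested.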

How the results depend on the processing

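Each result was recomputed under 17 other settings where these applied and with each of the 7 libraries left out. Of 65 results for single genes and sets, 31 kept their direction and their side of the threshold in every setting run, 21 fell below the threshold in some setting, 6 passed it in some, and 9 changed sign in some, a few of them in more than 1 of these ways. No result fell below the threshold when a library was left out, and 4 passed it, the proliferation, epithelial, macrophage and regulatory T cell sets. The *Krt19* log2 fold change stayed between −3.74 and −3.37, the median of the study T cell list between 2.10 and 2.49 with 10 genes called in each setting, and *Cd8a* minus *Cd4* between 2.11 and 2.71. The T cell minus leukocyte score ran from 0.22 to 0.80. It was 0.71 with a pseudocount of 0.1 and 0.80 on deposited values in place of CPM, because a pseudocount of 1 CPM shrinks changes of genes with low counts. On deposited values the effector minus CD3 score was −0.20 and *Cd8a* minus *Cd4* 2.55.

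The number of genes called was 1336 under the test for a fold change above 1.5, with 728 higher and 608 lower, and 1 coating gene, because that test asks for more than a difference from 0. With library size only, 2177 genes were higher and 5727 lower, against 3820 and 3420 with the deposited size factors. This follows from the scaling, which moved the median of all genes to −0.21. When 1 library was left out, the count of genes ran from 4886 to 7739, that of higher genes from 2624 to 4102 and that of lower genes from 2257 to 3637, with 2257 found without sgScramble replicate 2. These fits use fewer samples. Counts under the other settings lay within 1.5 times the main count, from 6188 without a trend to 7971 with DESeq2. Of the 7240 genes 7111 were also called by DESeq2 and 5597 with library size only, all in the same direction.

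Camera with the correlation estimated for each set called 0 sets, with 1 at an unadjusted p under 0.05, where the preset correlation called 12. The estimated correlations, up to 0.932, allow far less certainty for sets whose genes rise and fall together. Leaving out a library gave 12 to 14 sets, library size only and the regression on GC content and length 13 each, fry 14 and no filter 16. The settings that refit only single genes (robust eBayes, eBayes without a trend, the fold test, DESeq2) were not run for sets. The filter on every library left no value for the 10 genes named by rank, which have low values in some library.

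The effector minus CD3 score reversed from −0.14 to 0.051 without sgKRT19 replicate 6, within a range of −0.46 to 0.051 over the left-out libraries. The other sign changes were all among results that were not called, and the cause was not tested. With library size only, the sets of B cell (−0.023), dendritic cell (−0.046) and macrophage (−0.097) genes and *Tgm1* (−0.031) fell below 0, as the shift of all genes by −0.21 would produce. With GC content and length regressed out, the B cell set was at −0.12, *Foxp3* at 0.0020 and *Tgm2* at 0.0040. The adipocyte set was at 0.39 with at least 10 in every library, and the skin set at 0.0037 without a filter. Over the left-out libraries the adipocyte set ran from −1.09 to 0.28, the B cell set from −0.051 to 0.39, *Cd247* from −0.32 to 0.076, *Foxp3* from −0.12 to 0.0079, *Tgm1* from −0.066 to 0.35 and *Tgm2* from −0.21 to 0.038.

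Among single genes, *Cd274*, *Cxcr4*, *Krt8*, *Krt18*, *Krt20*, *Tgm4* and *Tox* were no longer called under the fold test, *Tgm4* also not with library size only (adjusted p = 0.0509), and *Mybpc1* and *Myh4* not under DESeq2 (adjusted p = 0.0593 and 0.11). Log2 fold changes of the muscle genes named by rank depended on the method, with *Myh1* at 5.92 by edgeR and 5.94 by DESeq2 against 8.96 by limma. Over all settings the adjusted p ran up to 0.0593 for *Mybpc1*, 0.11 for *Myh4* and 1 for *Tgm4*. *F13a1* was called under DESeq2 (adjusted p = 0.0497) and with library size only (0.0221), with a highest value of 1. The study describes the control and edited cells of these tumors as paired, but does not say which tumors belong together. The groups share no replicate number, so no paired analysis was possible. Depth of 40781199 to 44972100 reads limits genes near the floor of 3 reads: *Tgm3*, *Tgm5* and *Tgm7* cannot be compared, and folds of *Shisa6* and *Veph1* are bounds.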

Other observations

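The counts of splits, apart from that for silent genes, and 2 of the chromosome tests (leaving out strongly changed genes, and the regression on GC content and length) were set out before their results were seen, and all other tests in this part were chosen only after. Several summaries were recomputed for all 35 splits of the 7 libraries into groups of 4 and 3. Only the real split, 1 of the 35, gave 7240 genes, and the next largest count was 164. Likewise only 1 of the 35 gave a median of the study T cell list of 2.33 or more (the next was 1.85), 10 called genes of that list (the next was 0), 6 called coating genes (the next was 0), and a *Krt19* change as large as the real one, where the next was 2.84 in size. For gene sets it was otherwise: 13 of the 35 splits gave at least the 12 called sets of the real one, and the largest number was 17. The number of sets that camera called with a preset correlation therefore does not separate the groups from other splits of these libraries, which is in line with the loss of all 12 calls under estimated correlations.

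The rise of the study T cell list was weighed against technical causes. A lower share of cancer cells would raise other cell types alike. The endothelial list did rise, by a median of 0.51, but the macrophage list had 0.12 and the fibroblast list −0.26, and the T cell score rose by 1.82 more than the endothelial score, with all 3 sgKRT19 libraries above all 4 sgScramble libraries. A lower share may add to the rise but is not the whole of it. An equal rise of all leukocytes would leave the T cell score level with the macrophage score, but their difference grew by 2.02. After GC content and length were regressed out the list median was 2.10, and with library size only it was 2.12, so neither accounts for it. The 6 genes of the list without overlapping genes or close copies had a median of 2.48. These values are consistent with more T cell transcripts in sgKRT19 tumors, as a hypothesis weighed on the same data that show the rise. A batch that followed the groups, and differences between the cell populations that were edited, stay open.

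*Foxp3* and *Cd247* were flat in tumors where other T cell genes rose. A candidate explanation is reads of overlapping genes. *Pou2f1*, on the opposite strand, overlaps 56.4% of the exon bases of *Cd247* and had a log2 fold change of −0.63 (limma adjusted p = 0.0487), and *Ccdc22*, which overlaps *Foxp3*, had −0.33. If reads were counted without regard to strand, which was not settled, a rise of *Cd247* in T cells could be hidden. For *Cd247*, this and a truly flat level cannot be told apart without the reads. *Foxp3* was 506 to 541 in sgScramble libraries, where *Cd4* was 56.3 to 99.2. *Gm36995*, on the opposite strand, overlaps 8.15% of the exon bases of *Foxp3* and had a higher mean value, 1101.5 against 511.71. The *Foxp3* reads need not come from T cells, so their flat level does not show its level in T cells.

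Genes on the same chromosome shifted together in part. Among 14112 well-expressed genes, median log2 fold changes of the 20 chromosomes ran from −0.19 on chromosome 11, −0.16 on 16 and −0.13 on 3 to 0.19 on 4 and on 8. Their SD was 0.122, which is 5.63 times the median over 1000 shuffles of gene positions (0.0216), and no shuffle passed 0.0342. Only 1 of the 35 splits of the libraries gave an SD as large. Leaving out genes with an absolute log2 fold change of at least 1 gave a ratio of 5.39, and regressing out GC content and length gave 6.30, so neither strongly changed genes nor composition account for it. The shifts were not uniform along each chromosome. Over 260 bins of 10 Mb, the SD of bin medians about the median of their chromosome was 0.13, which is 1.45 times that over shuffles within chromosomes, and 7 bins on 6 chromosomes lay apart from their chromosome at an adjusted p under 0.05. They include chromosome 2 at 170 to 180 Mb (bin median −0.44) and 9 at 0 to 10 Mb (bin median −0.36). Others are 12 at 0 to 10 Mb (bin median −0.46), and 4 at 80 to 90 Mb (bin median 0.60) and at 40 to 50 Mb (bin median 0.42). Chromosome 17 at 30 to 40 Mb (bin median 0.25) holds *H2-K1*, *Tff1* and *Tff2*, which were each called higher in sgKRT19 tumors. All 7 bins had a shuffle p of 0.000999, the smallest that 1000 shuffles can give. The largest departure from a chromosome median was a rise of 1.08 on X at 120 to 130 Mb, a bin of only 12 genes. The edited gene lies on chromosome 11, and loss of the chromosome beyond the guide sites would lower the distal genes, but the distal median minus the proximal one was −0.0098 (one-sided permutation p = 0.343, −0.20 over 312 genes and −0.19 over 797). None of the 7 bins lies on chromosome 11, where 69.97% of genes lay below the median of all genes, 12 of 13 bins of 10 Mb were below 0, and the 3 sgKRT19 libraries had medians of −0.256, −0.223 and −0.247 relative to the others. A difference in DNA copy number between the cancer cells of the groups, of whole chromosomes or of segments, may be involved, as when a line is edited, selected and cloned. Copy number was not measured and the groups differ in other ways, so this and regulation shared by many genes cannot be told apart. With such a difference some changes in sgKRT19 tumors might come from the cell population and not from *Krt19*.

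Some genes were silent in 1 group. By a rule of at most 3 reads in each library of a group and a value of at least 20 in each of the other, 22 genes were silent in sgKRT19 and 6 in sgScramble tumors. Only 1 of the 35 splits, the real one, gave the sum of 28, and the next largest was 21. The 22 lie on 13 chromosomes, and 1 pair are neighbors, *Shisa6* and *Dnah9* on chromosome 11 (*Dnah9* at 65831282 to 66168551, *Shisa6* at 66211725 to 66525964, GRCm38). *Dnah9*, chosen after its values were seen, was 44.6 ± 21.2 in sgScramble and 0.683 ± 0.592 in sgKRT19 tumors, at least 12.9-fold lower. The genes on either side were expressed in both groups, with *Zkscan6* at 431 and 342 and *Tmem220* at 58.9 and 52.2. Loss of a stretch of DNA in the edited cells is a candidate explanation, since 2.48% of 10000 random draws of expressed genes gave such a pair. Silencing of both genes would look the same, so these cannot be told apart from expression alone. Host cells in the tumors would also need to lack both transcripts.

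Transcripts of both sexes were present in all 7 tumors. *Xist* was 15881 to 43045 in sgScramble and 16788 to 27707 in sgKRT19 libraries, and the Y-linked *Ddx3y* was 290 to 388 and 314 to 354. These genes were chosen after their values were seen, and the sex of the hosts and of the cell line was not used here.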
